# Transcriptome analysis in non-model species: a new method for the analysis of heterologous hybridization on microarrays

**DOI:** 10.1186/1471-2164-11-344

**Published:** 2010-05-31

**Authors:** Cyril Degletagne, Céline Keime, Benjamin Rey, Marc de Dinechin, Fabien Forcheron, Paul Chuchana, Pierre Jouventin, Christian Gautier, Claude Duchamp

## Abstract

**Background:**

Recent developments in high-throughput methods of analyzing transcriptomic profiles are promising for many areas of biology, including ecophysiology. However, although commercial microarrays are available for most common laboratory models, transcriptome analysis in non-traditional model species still remains a challenge. Indeed, the signal resulting from heterologous hybridization is low and difficult to interpret because of the weak complementarity between probe and target sequences, especially when no microarray dedicated to a genetically close species is available.

**Results:**

We show here that transcriptome analysis in a species genetically distant from laboratory models is made possible by using MAXRS, a new method of analyzing heterologous hybridization on microarrays. This method takes advantage of the design of several commercial microarrays, with different probes targeting the same transcript. To illustrate and test this method, we analyzed the transcriptome of king penguin pectoralis muscle hybridized to Affymetrix chicken microarrays, two organisms separated by an evolutionary distance of approximately 100 million years. The differential gene expression observed between different physiological situations computed by MAXRS was confirmed by real-time PCR on 10 genes out of 11 tested.

**Conclusions:**

MAXRS appears to be an appropriate method for gene expression analysis under heterologous hybridization conditions.

## Background

During the last decade, the use of DNA microarrays has become a key tool in molecular biology. This technology is commonly used for physiological and medical studies to generate snapshots of gene expression patterns in tissues of organisms exposed to different environmental conditions, allowing us to infer regulatory pathways involved in cellular responses to these conditions. The increased prevalence of microarray technology has benefited from the emergence of easily available commercial arrays. However, commercial microarrays target a limited number of species. Moreover, for many non-traditional model organisms, the insufficient amount of sequence data prevents the development of dedicated microarrays. Therefore, a few studies have investigated the use of heterologous array hybridization, [i.e. hybridization on arrays designed for a particular species (hereafter called the reference species) to explore modifications of gene expression patterns of another species (hereafter called the studied species)] and highlighted the difficulties inherent to this approach.

Heterologous hybridization is usually considered a non-standard utilization of microarrays [1]. Indeed, it raises a number of difficulties, essentially due to the sequence divergence between the reference and the studied species [2]. A major consequence of heterologous hybridization is a global reduction of hybridization fluorescence signal ([1] and references therein). This reduction artificially decreases the number of differentially expressed genes detected by standard statistical tests, leading to a misrepresentation of the variation in transcriptomic profiles ([1] and references therein). Another issue of heterologous hybridization is cross-hybridization [3]. Indeed, microarrays are designed so that each probe is specific to one transcript sequence in the dedicated species. However, this specificity is not guaranteed when transcripts from another species are hybridized onto the array. On the other hand, the use of heterologous hybridization does not amplify the problem of differentiating paralog expression levels compared to the use of the dedicated platform species.

For all these reasons, the use of heterologous hybridization should be preceded by a careful choice of the type of microarray to use and followed by an appropriate analysis of the results.

To choose the most appropriate microarray to use, one has to select the model organism with the lowest sequence divergence from the studied species [4]. Due to the lack of sufficient sequence data for all studied species, expression profiling results are the most robust when using microarrays dedicated to the reference species with the smallest phylogenetic distance from the studied species [5].

Once the reference species is chosen, one has to choose the best type of probe to use: either short oligonucleotide probes, such as those on Affymetrix GeneChips^®^, or longer probes, such as long oligomers or even full-length cDNAs. Microarrays with long probes might be less sensitive to sequence mismatches and thus facilitate heterologous hybridization [1-3,6]. However, most arrays with long probes contain only one probe per transcript. It can be advantageous to use arrays with several short probes targeting the same transcript: the sequence of some probes may be more similar to the orthologous sequence in the species of interest than others. Therefore, one can consider only those the probes that recognize conserved areas of genes between reference and studied species [3,7,8]. These specific probes can be determined from sequence comparison [3,8] or experimentally after hybridizing genomic DNA to the microarray [7]. However, the lack of sufficient sequence data in many species prevents the determination by sequence comparison, and the hybridization of genomic DNA raises the problem of setting the threshold of fluorescence to accept or reject the information provided by a probe [7].

In the present study, we were interested in gene expression changes in the pectoralis muscle of juvenile king penguins at a key step of their development, during the transition from terrestrial to marine life. Strictly terrestrial during their first year after hatching, king penguin chicks must then depart to sea to become self-sufficient, and pectoralis muscle is largely involved in penguin adaptation to the marine environment [9]. We choose the chicken as our reference species, as this is the closest model species for which microarrays are available. Chicken and king penguin are separated by approximately 100 millions years of phylogenetic divergence [10]. We decided to use Affymetrix GeneChip^® ^Chicken Genome Arrays because they present on average 11 different probe pairs per probe set (i.e., a set of perfect-match and mismatch probes targeting one given transcript), which should increase the probability that at least one probe will hybridize with the heterologous transcript. We then developed a new method (MAXRS, for maximum rank sum) to analyze heterologous hybridization transcriptomic profiles. This method takes advantage of the design of Affymetrix microarrays with different probes targeting the same transcript. Statistical analyses were then conducted to identify differentially expressed genes in the pectoralis muscle between never-immersed and sea-acclimated penguins. Finally, we confirmed by quantitative PCR the expression profiles of 10 up- or down-regulated genes exhibiting a wide range of fold changes, out of 11 tested. MAXRS therefore appears to be an appropriate method of gene expression analysis under heterologous hybridization conditions and provides new perspectives in the application of microarray technology to ecological physiology studies.

## Results and Discussion

### Heterologous hybridization

Two sets of juvenile king penguins (*Aptenodytes patagonicus*) were captured at different degrees of acclimation to marine life. In the first group, four penguins were captured just before they underwent their first immersion in cold sea water (thereafter called NI for never-immersed), while the second group was composed of three penguins that had completely accomplished their acclimation to marine life (thereafter called SA for sea-acclimated). 

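The data are the expression values of 7 arrays, one for each penguin, from pectoralis muscle, the main muscle of the wing stroke. The NI group had 4 birds (3 females and 1 male) and the SA group 3 birds (2 females and 1 male), and each bird was a separate animal. The values analysed were those deposited by the authors. They are log2 intensities of a single perfect-match probe per probe set, chosen by the authors as the brightest across the arrays and quantile normalized between arrays, and no subtraction of background is described for them. The median log2 value was between 8.58 and 8.59 on every array. The log2 values were compared between SA and NI with limma (lmFit and eBayes), and p-values were adjusted by the Benjamini-Hochberg method over all probe sets with a threshold of 0.10, as in the paper's methods. Genes were named from the chicken annotation of the array. Of the 36897 probe sets, 26108 carried 1 gene symbol, 171 carried several and were left unnamed, and 10618 carried none. Where a gene list was tested, each gene was represented by its brightest probe set, which gave 12920 genes. A chicken probe can bind penguin transcripts of related genes, and the number of arrays limits the precision of every difference.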

For each of these penguins, an Affymetrix GeneChip^® ^Chicken Genome Array was hybridized with RNA from a pectoralis muscle biopsy.

### Global characterization of the fluorescence signal

Figure 1 compares the distribution of signal intensities in our arrays with those on the same type of array hybridized with chicken cRNA. This latest dataset corresponds to public gene expression data downloaded from the Gene Expression Omnibus (GSM157808). The same figure also appears with other public chicken microarray datasets: the fluorescence signal on our arrays hybridized with penguin RNA is relatively low compared with arrays hybridized with chicken RNA, as expected. Thus, the mean fluorescence intensity is lower in heterologous than in homologous hybridization, as previously documented in [1,3,5] for other species.

**Figure 1:**
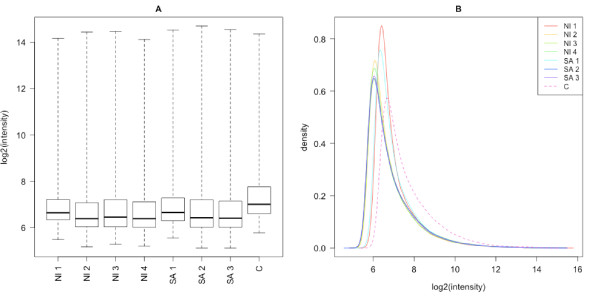
**Comparison of the distribution of fluorescence in microarrays with homologous (C, chicken) or heterologous (NI1 to NI4, never-immersed penguins and SA1 to SA3, sea-acclimatized penguins) hybridizations**. All samples were hybridized on Affymetrix GeneChip^® ^Chicken Genome Arrays. Data for the homologous hybridization (C) were downloaded from the Gene Expression Omnibus (GSM157808). A: Fluorescence intensity boxplot. B: Fluorescence intensity density plot.

This probably results from the sequence divergence between chicken and penguins, that diverged approximately 100 Myr ago [10]. Very few penguin sequences have already been published, but the comparison of these sequences with the orthologous chicken sequences gave us a first estimation of the sequence divergence between these two species: we found between 89.4% and 91.7% identity between these sequences (see Additional file 1).

After these general considerations, we will describe the method we designed to analyze our heterologous hybridization data (we will hereafter only consider these data in our analysis).

### Characterization of the probes with fluorescence intensity above background

To determine which probe signal was sufficient to be exploited as a measure of gene expression, we considered the intensities of the spots located in the region of the array without any probe as a measure of the background intensity distribution. Only 40% of the spots corresponding to perfect match probes had fluorescence intensity above the 95^th ^percentile of the background intensity distribution (hereafter called the background level). As the global fluorescence signal intensity was low, we did not take into account the mismatch probes in our analysis. Therefore, we further call a probe set the collection of perfect-match probes targeting one given transcript, and the perfect-match probes will hereafter be referred to as probes. Additionally, we considered only the probes with a fluorescence intensity above the background level in at least one of the microarrays analyzed (this corresponded to 171,384 probes belonging to 36,897 probe sets).

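The deposited table held 36897 probe sets, none of them an Affymetrix control, with log2 intensities from 6.44 to 15.27. After quantile normalization the sorted values of the 7 arrays differed by at most 0.048 at any rank. The brightest probe set on each of the 7 arrays was that of ACTA1, the skeletal muscle actin. The median SD between birds was 0.174 in NI and 0.169 in SA. It was 0.168 in NI and 0.155 in SA among the 9225 dimmest probe sets, and 0.180 and 0.194 among the 9224 brightest.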

We took advantage of the design of Affymetrix arrays, with, on average, 11 probes per probe set and compared the fluorescence intensity of all probes belonging to the same probe set. For most of the probe sets, at least one probe had a relatively high signal: we found that 96% of the probe sets had at least one corresponding probe with a signal above the background level (corresponding to 36,897 out of the 38,536 probe sets of the array). Moreover, if we ranked probes belonging to a given probe set according to their fluorescence intensity, these rankings were similar among slides for the vast majority (94%) of the probe sets (Friedman p-value < 0.05). For a given probe set, the same probe had the greatest fluorescence intensity in the majority of arrays (Figure 2). 

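Additional file 4 was read in part, as its first 1999 of 65535 rows, whereas the paper counts 171384 probes. These rows held 361 complete probe sets, of which 353 had at least 2 probes above background, with a median of 6 probes. In 219 of these 353 probe sets (62.0%) the maximum rank sum divided by the number of probes was 7, the value reached when the same probe is brightest on every array. In 343 (97.2%) it was at least 6, and the lowest value was 5.25. The mean intensity of the top-ranked probe was a median of 1.52 times that of the next probe, with quartiles of 1.19 and 2.40. For all 361 probe sets the log2 mean intensity of the top-ranked probe could be set beside the mean deposited log2 value. They differed by less than 0.1 in 349 probe sets.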

We denote p = 1..P_t _the different probes belonging to a given probe set, m = 1..M the microarrays analyzed and  the rank sum of a probe p from a probe set t in all microarrays analyzed. This figure represents the distribution of  for all probe sets. If, for a given probe set, the same probe has the highest fluorescence intensity in all seven microarrays considered, we expect that  = 7. This figure therefore indicates that heterologous hybridizations are highly reproducible, even if the microarray is dedicated to a phylogenetically distant species. These observations led us to develop the MAXRS method.

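Between arrays of the same group, Pearson's r over the 36897 log2 values was between 0.957 and 0.975 for the 6 pairs of NI birds and between 0.949 and 0.979 for the 3 pairs of SA birds. For the 12 pairs of an NI and an SA bird it was between 0.941 and 0.974, so the range within groups overlapped the range between them. These correlations are across probe sets of different brightness, which are not independent replicates. The first principal component held 32.6% of the variance and placed SA birds 2 and 3 at 44.2 and 33.0 and NI bird 3 at 6.85, with the remaining birds below 0. The second held 23.0% and placed SA bird 1 at 50.2, apart from all other birds, of which the next was at 5.21.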

**Figure 2:**
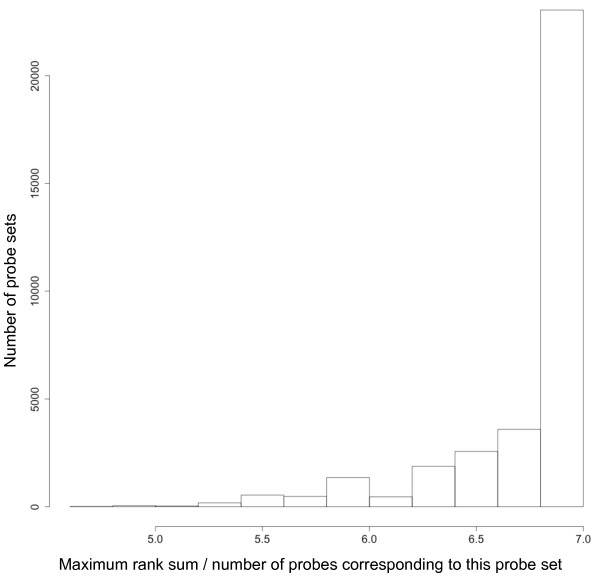
**For a given probe set, the same probe had the largest fluorescence intensity in the majority of arrays**. This figure represents the distribution of the maximum rank sum of the probes in each probe set divided by the number of probes corresponding to this probe set. If, for a given probe set, the same probe had the highest fluorescence intensity in all 7 microarrays considered here, we expected that this maximum rank sum divided by the number of probes would equal 7.

### The maximum rank sum (MAXRS) method

This method is based on the observation that for the majority of the probe sets, the same probe had the highest fluorescence intensity in almost all arrays. We therefore hypothesized that among the different probes belonging to a probe set, the one with the greatest intensity should target the most conserved region between chicken and penguin mRNA. This probe should be the most appropriate to study the expression level of the penguin gene. Therefore, the MAXRS method consists in determining the probe with the highest fluorescence intensity in most microarrays. More precisely:

1. For each microarray m = 1..M and for each probe set t = 1..T, we sort the fluorescence intensity values on microarray m of all probes p = 1..P_t _belonging to the probe set t in increasing order. We denote by r_mtp _these ranks.

2. For each probe set t = 1..T and for each probe p = 1..P_t _belonging to the probe set t, we calculate the rank sum of this probe in all microarrays: .

3. For each probe set t = 1..T, we keep the probe p with the highest RS_tp_. If several probes have the same RS_tp _and this is the highest one, we keep the probe with the highest mean fluorescence intensity on all microarrays. The intensity of the selected probe on all microarrays is therefore used as an estimator of the expression of the gene represented by the probe set t.

We then normalized the data to make them comparable across microarrays and searched for differentially expressed genes by using the empirical Bayes moderated t-statistics proposed by Smyth [11]. We then used the method proposed by Benjamini and Hochberg [12] to ensure a false discovery rate of 10%. This led us to identify 240 significantly up-regulated and 154 down-regulated genes in pectoralis muscle of penguin juveniles after their acclimation to marine life (Figure 3).

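In SA birds, 154 probe sets were higher and 240 were lower than in NI birds at an adjusted p under 0.10 from limma, 1.07% of the 36897 tested. In each of these 394 probe sets no SA bird overlapped any NI bird, whereas over all probe sets this held for 10.3%, and chance gives 5.71% for 4 birds against 3. The 394 were chosen by their p on these same birds, which largely fixes their lack of overlap. The largest fall was that of CXCL12, a chemokine, whose log2 intensity was 10.6 ± 0.738 (SD, n = 4) in NI and 7.08 ± 0.462 (SD, n = 3) in SA, a log2 difference of -3.48 (standard error 0.37, limma adjusted p = 0.0120). FHL1, a LIM-domain protein of the sarcomere, fell by 3.11 (standard error 0.23, limma adjusted p = 0.0027). Among the other large falls were the collagen chains COL6A3 (log2 difference -2.66), COL1A1 (-2.43) and COL1A2 (-2.33), the tropomyosin TPM2 (-2.52) and the stress-induced transcription factor ATF3 (-2.41). EXOC4 (-2.18), a subunit of the exocyst, the peptidase PRCP (-2.12) and LYRM1 (-2.11) followed. The largest rise was that of DGAT2, which catalyses the last step of triglyceride synthesis, with a log2 difference of 3.08 (standard error 0.63, limma adjusted p = 0.0848). UCHL1, a deubiquitinating enzyme, rose by 2.23 and the metallothioneins MT4 and MT3 by 2.07 and 1.49. IGFN1 and the kinesin KIF3B each rose by 1.92, B3GALT1 and SLAMF1 each by 1.72, R3HDM4 by 1.47 and ADAMTS8 by 1.42. Of these 20 genes, 10 had a brighter probe set of the same symbol, and in 7 of them no brighter one passed in the same direction. These probe sets lay at -0.23 for CXCL12, -0.30 and 0.04 for EXOC4, -0.05 and 0.13 for LYRM1, 0.03 for DGAT2, 0.15 for UCHL1, 0.04 for R3HDM4 and -0.08 for SLAMF1.

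Of 22 measured slow and cardiac muscle isoforms, 5 were lower and none was higher, namely FHL1, TNNT2, TNNI1, CASQ2 and MYOZ2 (1 higher and 10 lower when adjusted over the list alone). TNNI1, the slow troponin I, had a log2 difference of -1.65, while MB, TNNC1 and MYBPC1 lay at 0.03, -0.02 and 0.00 and did not pass the test. Of 18 fast muscle isoforms, TNNC2 (-0.94) and TPM2 were lower and none was higher (3 lower when adjusted over the list alone). The paper lists this TPM2 probe set as TPM3, which stands in the slow list here. Its place among the fast isoforms therefore rests on the array annotation. Of 40 genes of collagen and extracellular matrix, 6 were lower and none was higher (1 higher and 14 lower when adjusted over the list alone), with FN1 at -1.19 and MMP2 at -0.59. Of the 17 fibroblast markers, many of which are collagens of the same list, 4 were lower (8 when adjusted over the list alone), and of the other cell type lists TFRC (-1.64) was lower among 5 erythroid markers, all of negative sign, MBP (-1.24) among 8 nerve and Schwann markers, and RBP7 (1.13) was higher among 9 adipocyte markers (2 lower, 2 lower and 1 higher when adjusted over the list alone). None of 12 endothelial, 11 leukocyte, 8 smooth muscle and 8 satellite cell markers passed. The erythroid list was lower by camera (adjusted p = 0.0101, and 0.244 with an estimated correlation). Of 37 genes of protein breakdown and autophagy, MAP1LC3A (0.99) and CTSD (0.63) were higher and none was lower (5 higher when adjusted over the list alone). As sets, the slow isoforms, fast isoforms, matrix genes and fibroblast markers were lower and the breakdown genes higher by camera at a preset correlation (adjusted p = 2.09e-05, 0.00505, 3.81e-06, 1.76e-07 and 0.00481). None of these calls held with an estimated correlation (adjusted p = 0.0848, 0.244, 0.0848, 0.0848 and 0.124). For the slow isoforms and breakdown genes the estimate, -0.00895 and 0.00487, lay below the preset 0.01, so a higher correlation did not cost these calls. By fry, which does not compare a set with other genes, each of these lists passed (adjusted p = 0.00153, 0.0341, 0.012, 0.012 and 0.016).

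The number of calls depended on single birds. The total of 394 became 157 without NI bird 1, 95 without NI bird 2, 487 without NI bird 3, 243 without NI bird 4, 346 without SA bird 1, 180 without SA bird 2 and 139 without SA bird 3. All 394 probe sets kept their direction in each of these fits, which their lack of overlap between the groups had fixed beforehand. Of these, 70 stayed past the threshold in all 7 fits, 13 higher and 57 lower. Among those past the threshold in all 7 were CXCL12, FHL1, COL6A3, EXOC4, PRCP, LYRM1, TNNT2, TNNI1, FN1 and MAP1LC3A. DGAT2 stayed past it in 1 of the 7 fits, without NI bird 4, ADAMTS8 and RBP7 in 1, COL1A1, KIF3B and TFRC in 2, B3GALT1, MYOZ2 and CTSD in 3, TPM2, UCHL1, SLAMF1, R3HDM4 and MBP in 4, MT3, MT4 and COL1A2 in 5, ATF3, IGFN1, TNNC2 and CASQ2 in 6, and MMP2 in none. With all birds, DGAT2 and COL1A1 were also lost with a robust prior (limma adjusted p = 0.129 and 0.102), and KIF3B, ADAMTS8 and MMP2 with sex as a covariate (limma adjusted p = 0.101, 0.11 and 0.102). The log2 differences of KIF3B, ADAMTS8 and MMP2 hardly changed with that covariate (1.92, 1.43 and -0.58). From the moderated statistics at a false discovery rate of 10%, the paper counts 240 genes up and 154 down after acclimation. The total of 394 is the same here, and the numbers of the directions are exchanged.

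**Figure D1:**
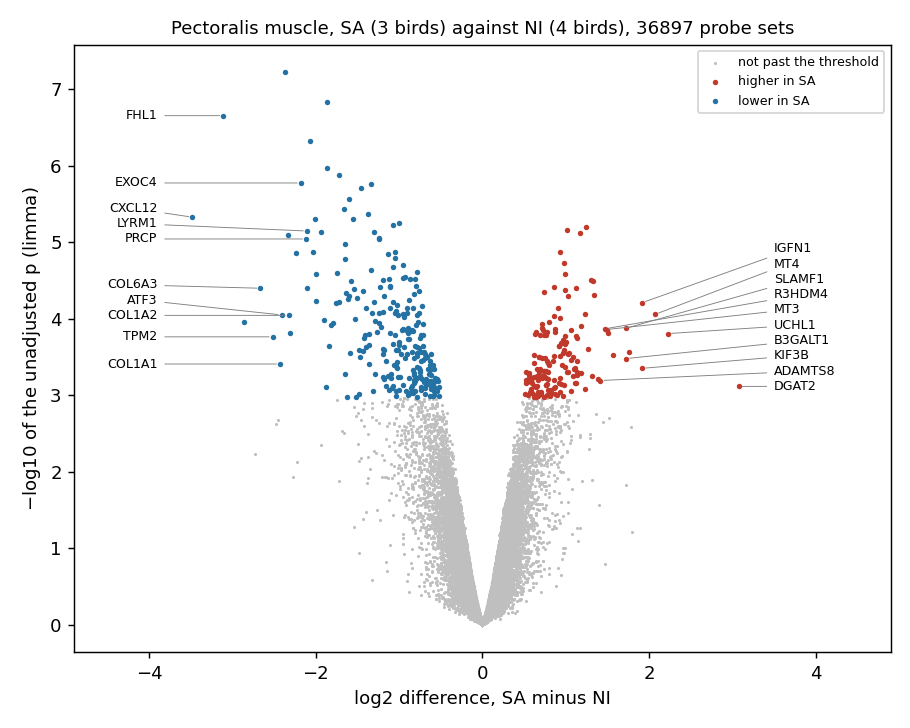
Log2 difference between SA (3 birds) and NI (4 birds) against -log10 of the unadjusted p from limma, one point for each of 36897 probe sets. The 154 probe sets higher and 240 lower in SA at an adjusted p under 0.10 are coloured, and the 10 largest rises and 10 largest falls with 1 gene symbol are named, from CXCL12 at -3.48 to DGAT2 at 3.08.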

**Figure 3:**
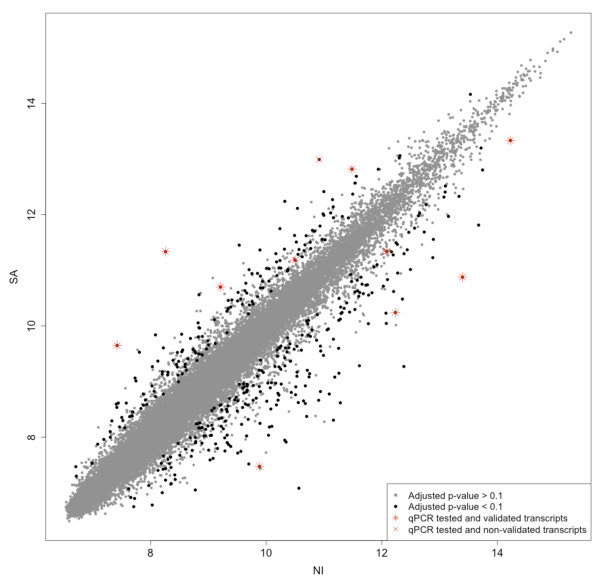
**Scatter plot comparing gene expression between penguins before (NI) and after sea acclimation (SA)**. Each point represents the mean expression level of a gene in NI and SA conditions. Black dots represent differentially expressed genes between both situations. Red symbols represent the differentially expressed genes tested by qPCR: red stars correspond to the validated genes and red crosses to non-validated ones.

We finally compared the results of the MAXRS method with results obtained by the Affymetrix software GCOS (GeneChip Operating Software). For this purpose, we applied the statistical test described above to the data obtained by GCOS. This resulted in the identification of 40 significantly up-regulated and 21 down-regulated genes.

### Validation of the differentially expressed genes

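On the arrays, 11 genes chosen for quantitative PCR differed between SA and NI by 1.61-fold (LONP2, a peroxisomal protease) to 8.44-fold (DGAT2), 6 of them higher and 5 lower in SA. In DGAT2 the log2 intensity was 8.26 ± 1.35 (SD, n = 4) in NI and 11.3 ± 0.586 (SD, n = 3) in SA, and the wide NI spread came from NI bird 4 at 10.2, against 7.21 to 7.83 in the other NI birds. In LONP2 it was 10.5 ± 0.0367 (SD, n = 4) in NI and 11.2 ± 0.162 (SD, n = 3) in SA. All 11 probe sets passed an adjusted p under 0.10 from limma, and in none did an SA bird overlap an NI bird. By an exact two-sided permutation test over the 35 splits of 4 against 3 birds, 10 of the 11 reached p = 0.0286, the smallest p this design allows, and DGAT2 gave p = 0.0571 (exact test). The study chose these genes among its calls on these same arrays, so that passing, lack of overlap and small p are largely set by that choice and are not independent evidence. Without NI bird 2 only 2 of the 11 passed the limma threshold, and without NI bird 1, SA bird 2 and SA bird 3 the numbers were 5, 6 and 4. Another probe set of the same symbol was present for 6 of the genes and passed in the same direction for 2, tropomyosin and enolase.

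**Figure D2:**
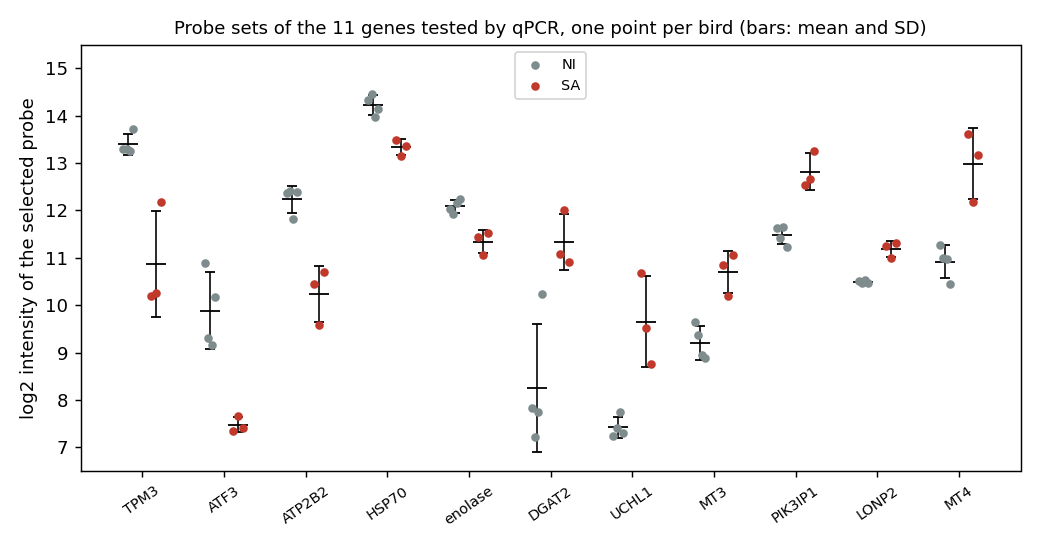
Log2 intensity of the selected probe for the 11 genes tested by qPCR, one point per bird (4 NI, 3 SA), with bars for the mean and SD of each group. The groups do not overlap in any gene, and NI bird 4 stands at 10.2 in DGAT2.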

We first quantified by quantitative PCR (qPCR) the relative expression levels of significantly differentially expressed genes from the MAXRS method, exhibiting various gene expression levels and fold changes (see Figure 3; the fold change of the selected genes varied from 1.6 to 8.4). For 10 out of 11 tested genes, qPCR confirmed the microarray results concerning the direction of gene expression variation, even for weak gene expression changes (Figure 4). 

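The direction on the array was that of the paper's qPCR value in 10 of the 11 genes (exact two-sided sign test, p = 0.0117). These genes were measured in the same birds and are not independent, as the sign test assumes. The count includes UCHL1, whose qPCR entry equals the log2 of that of DGAT2. The paper's own qPCR p is 0.67 for TPM3, 0.29 for ATP2B2, 0.12 for LONP2, 0.06 for enolase and 0.42 for MT4, and under 0.05 for the others. The array differences are log2 values of SA minus NI from limma, with n = 4 and 3 birds, and the qPCR values are the paper's. ATF3 lay at -2.41 (standard error 0.37, limma adjusted p = 0.0329), and the paper's qPCR value is -4.32 with chicken primers and -1.10 with penguin-specific primers. The probe set listed as TPM3, which the array annotation names TPM2, lay at -2.52, and the one listed as HSP70, which it names HSPA2, at -0.89. The plasma membrane calcium pump ATP2B2, lower in SA, differed 3.99-fold, and enolase (ENO1) lay at -0.75. Among the genes higher in SA, PIK3IP1, an inhibitor of PI3 kinase, lay at 1.33 and LONP2 at 0.69. MT4 was higher on the array by 2.07 (standard error 0.32, limma adjusted p = 0.0329), where the paper's qPCR value is -1.75.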

As we do not know the penguin sequence of these mRNA, the qPCR primers were designed against chicken mRNA sequences. However, we confirmed those variations using penguin-specific primers we designed for six mRNA sequences that we sequenced (see Additional file 2). For the validated genes, the fold change assessed by qPCR was not always the same as assessed by the microarrays, and the change was more often higher with qPCR than with microarrays, as previously described for homologous hybridization [13,14].

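Among the 10 genes with the same direction, the size of the paper's qPCR log2 value exceeded the array log2 difference in 7 and was below it in the others (exact two-sided sign test, p = 0.34). The paper's qPCR value for DGAT2, 3.25, stands in a column of log2 values and equals 1.70 if it is a linear fold. Taken so, the number is 6 of 10 (exact two-sided sign test, p = 0.75). The paper's qPCR value for UCHL1 is itself 1.70. Without DGAT2 and UCHL1 the number is 6 of 8 (exact two-sided sign test, p = 0.29). PIK3IP1 had the paper's qPCR value of 2.81 against 1.33 on the array, and TPM3 -0.53 against -2.52. All these qPCR values are from chicken primers. With penguin-specific primers the paper's ATF3 value is -1.10, smaller in size than the array difference of -2.41. The other genes with such primers stay on the same side of their array difference. No replicate values of the qPCR were used, so the qPCR values enter without their error.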

**Figure 4:**
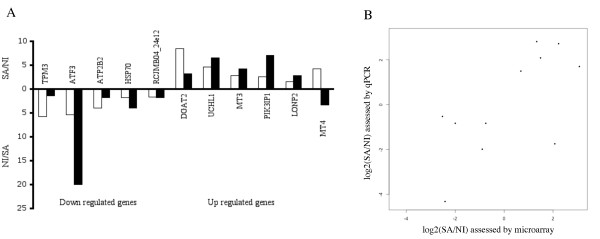
**Comparison of the gene expression differences assessed by our heterologous hybridization analysis and by qPCR**. A: Expression fold changes of the 11 genes tested by quantitative PCR. These fold changes correspond to SA/NI for the genes up-regulated during the transition from terrestrial to marine life (represented above the x-axis), and to NI/SA for the down-regulated genes (represented below the x-axis). The white bars correspond to the fold changes assessed by microarray and the black bars to the fold changes assessed by quantitative PCR. B: Comparison of the fold changes assed by microarray and by qPCR. Pearson correlation coefficient = 0.68 (p-value = 0.02).

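Across the 11 genes, the array log2 differences from the deposited values and the paper's qPCR log2 values gave Pearson's r = 0.714 (two-sided permutation test with 100000 resamples, p = 0.016) and Spearman's rho = 0.620 (permutation p = 0.045). This is a correlation across genes, which are not independent replicates. It was 1 of 4 such sets of values computed, and adjusted by Benjamini-Hochberg over them the p-values were 0.039 and 0.11. Without the 2 genes farthest from the median array difference, TPM3 and ATF3, r was 0.638 over the remaining 9 genes (exact permutation p = 0.071). With the DGAT2 value converted to log2 and UCHL1 left out, a set chosen after the values were seen, r was 0.637 over 10 genes (permutation p = 0.05). With the paper's values from penguin-specific primers put in for 6 genes, r was 0.668 (permutation p = 0.029) and rho 0.547 (permutation p = 0.083).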

We then quantified by qPCR the relative expression levels of several significantly differentially expressed genes from the GCOS Affymetrix method. The direction of gene expression variation was confirmed for four out of six tested genes (see Additional file 3). Considering this rate of validation and the small number of differentially expressed genes from GCOS, our method seems to be more sensitive and more specific than GCOS. Actually, the GCOS algorithm used the 11 probe pairs (perfect-match and mismatch probes) of each probe set to evaluate the expression of each gene. Considering cross-hybridization and the effect of sequence divergence, the use of GCOS is clearly not suitable for heterologous hybridization analyses.

The differentially expressed genes from MAXRS allowed us to highlight the onset of biologically meaningful physiological pathways. Indeed, using the Gene Ontology annotations of differentially expressed genes, we highlighted differentially expressed genes implicated in energy metabolism or involved in cellular defenses against reactive oxygen species and associated injuries [15]. 

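Few members of the lists of energy metabolism, fixed before the data were examined, differed between SA and NI at an adjusted p under 0.10 from limma. Of 28 genes of glycolysis and glycogen, only the enolase ENO1 was lower (-0.75), and of 56 genes of the respiratory chain and ATP synthase, only NDUFV2, a subunit of complex I, was lower (-0.52). None of 23 genes of fatty acid oxidation, 18 of the citric acid cycle, 30 of lipid synthesis and storage or 28 of PPAR signalling and mitochondrial biogenesis passed. The fatty acid binding protein FABP3 had a log2 difference of -1.13 (standard error 0.25, limma adjusted p = 0.108). The list of lipid synthesis took DGAT2 by its brighter probe set, not the one that rose. As a set it was lower by fry, which tests the direction of a set without comparing it with other genes (adjusted p = 0.016), and did not pass camera (adjusted p = 0.365). The respiratory chain, with 38 of 56 genes of negative sign, lay close to the camera threshold (adjusted p = 0.0519, and 0.458 with an estimated correlation). By fry for changes in either direction, it, fatty acid oxidation and the citric acid cycle passed (adjusted p = 0.001, 0.00121 and 0.00399), as did 22 of all 33 lists. Adjusted over the list alone, 3 genes of fatty acid oxidation were higher and 1 was lower, and 1 gene each of the citric acid cycle, glycolysis and respiratory chain was lower. Of 34 peroxisomal genes, LONP2 was higher and the membrane protein PXMP4 (-1.61) lower (3 higher and 1 lower when adjusted over the list alone). The uncoupling protein UCP3 was lower by a log2 difference of -1.43.

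Among 48 genes of antioxidant defence, MT4, MT3 and the lipid peroxide reductase GPX4 (0.95) were higher and UCP3 was lower (8 higher and 5 lower when adjusted over the list alone). The paper's qPCR value has the opposite direction for MT4 (-1.75) and the same direction for MT3 (2.08). Of 43 heat shock proteins and chaperones, DNAJB9 (-1.51) and HSPA2 were lower and HSPB7 (0.95) was higher (1 higher and 8 lower when adjusted over the list alone). Of 34 stress and immediate early transcription factors, ATF3, ATF4 (-0.93) and BTG2 (-1.63) were lower (1 higher and 7 lower when adjusted over the list alone). As sets, the antioxidant list did not pass camera (adjusted p = 0.447), while the heat shock list and the stress factors were lower at a preset correlation (adjusted p = 0.00403 and 0.0137) and neither with an estimated correlation (adjusted p = 0.458 for both). The heat shock list did not pass without SA bird 2 (adjusted p = 0.0795), nor the stress factors without SA bird 1 (adjusted p = 0.0552). Of the 7 fits that left out 1 bird, ENO1 and GPX4 passed in 1, ATF4 and HSPB7 in 2, BTG2, HSPA2 and LONP2 in 3, UCP3 in 4, MT3 and MT4 in 5, ATF3, DNAJB9 and PXMP4 in 6 and NDUFV2 in none. BTG2 lay close to the threshold (limma adjusted p = 0.0994) and was also lost with cyclic loess, both filters on dim probe sets, the trend and robust priors and sex as a covariate (adjusted p from 0.101 to 0.127). GPX4 and NDUFV2 were lost with sex as a covariate (limma adjusted p = 0.103 and 0.135), though their log2 differences hardly changed (0.92 and -0.52). MT3, MT4 and the qPCR-tested genes were picked by the study on these same birds, so they are not independent evidence of the direction of their lists.

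**Figure D3:**
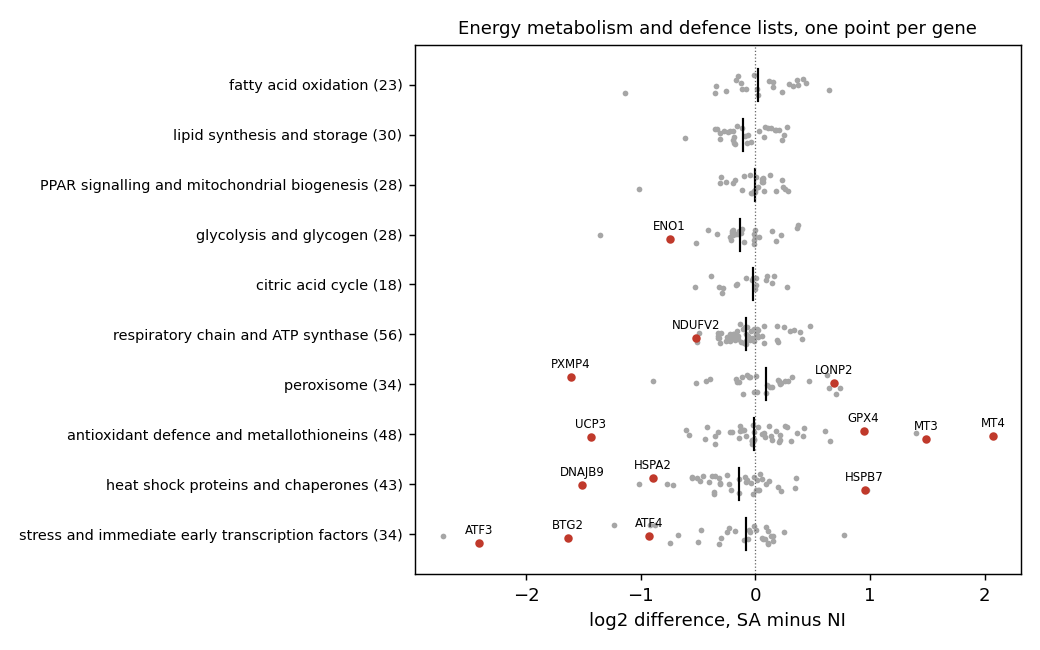
Log2 difference between SA (3 birds) and NI (4 birds) for each gene of 10 lists, one point per gene, with the number of measured genes in brackets and the median of each list as a black line. Genes past an adjusted p under 0.10 are coloured and named, and the medians lie between -0.14 and 0.10.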

The use of this tool could therefore offer a new perspective to elucidate the remarkable adaptation of penguins to their environment.

The MAXRS method enabled us to extract biological information even though the global fluorescence intensity signal on our microarrays was low. Candidate genes were highlighted, and the direction of expression variation of 90% of these genes was confirmed by qPCR. This shows that gene expression analysis in species genetically distant from model organisms is possible with heterologous hybridization and an appropriate analysis method. As there are very few transcript sequences available in the penguin, we could not quantify the extent to which our results were affected by cross-hybridization. For this reason, we consider heterologous hybridization as a first step of gene expression analysis, a step that allows us to highlight candidate genes that must be validated by another, complementary method. However, the high rate of validation of our results by qPCR is promising and shows that, even if cross-hybridization should affect our results, this effect should be slight. This method could be useful to analyze microarray results for species highly diverged from the reference species and for those without any sequence data, such as models used in ecophysiology. Finally, we think that this approach is still relevant despite the recent development of next-generation sequencing technologies and RNA-Seq. Indeed, without any reference genome, the RNA-Seq data must be *de novo *assembled, and this is a difficult challenge, as the level of coverage varies greatly between transcripts with different expression levels [16].

## Conclusions

We present MAXRS, a new method to analyze heterologous hybridization on microarrays. This method enabled us to analyze the transcriptome of king penguin by using microarrays dedicated to the chicken. Despite the large phylogenetic distance between these two bird species, we identified differentially expressed genes in the pectoralis muscle of king penguin during the transition from terrestrial to marine life, and we confirmed 90% of the tested gene variations by quantitative PCR. These results are promising for the use of microarray technology in species genetically distant from laboratory models. It will be valuable to transfer this technology to biological fields dealing with non-traditional model organisms, like ecological physiology.

## Methods

### Assessment of sequence divergence between penguin and chicken

For this purpose, we used all *Aptenodytes patagonicus *mRNA sequences available in GenBank. For each of these sequences, we identified the most similar gene family in the Hovergen homologous gene families database [17]. We then replaced the penguin sequence in the phylogenetic tree of the family, which allowed us to identify the putatively orthologous chicken sequence, if available. This analysis was performed with HoSeqI [18]. We then aligned the penguin and chicken sequences by using the water EMBOSS tool [19]. The GenBank accession number of penguin sequences, the accession number of their orthologous chicken sequences, the corresponding Hovergen family identification number and the percent identity between each pair of sequences are available in Additional file 1.

### Animals

Penguin muscle samples were collected at the Crozet archipelago (French Southern Territories) during the austral summer (December 2005 to March 2006), following the ethical recommendations granted by the Ethics Committee of the French Polar Research Institute (IPEV) and by the French Ministry of Environment.

Two sets of juvenile king penguins (*Aptenodytes patagonicus*) were captured according to their degree of acclimation to marine life. In the first group, four penguins were captured just before they underwent their first immersion to cold sea water (called NI for never-immersed), while the second group was composed of three penguins that had completely accomplished their acclimation to marine life (called SA for sea-acclimated). Penguins were anesthetized by isoflurane inhalation, and approximately 100 mg of pectoralis muscle was surgically excised, frozen in liquid nitrogen and kept at -80°C until molecular analysis. At the end of the experiment, birds were monitored for a few days and then released at the site of their capture.

### Microarray analysis

Total RNA was extracted using the TriReagent procedure (Invitrogen, Cergy Pontoise, France) following the manufacturer's instructions. The quality of extracted RNA was assessed using a Bioanalyzer 2100 (Agilent technologies, Inc, Palto Alto, CA, USA). RNA integrity numbers of all samples were greater than 8.

Labeling and hybridization were performed following the Affymetrix protocol [20] using the ProfileXpert platform (Lyon, France) on Affymetrix GeneChip^® ^Chicken Genome Arrays.

### Heterologous hybridization analysis

The MAXRS method we developed for the analysis of heterologous hybridization profiles is described in the Results section.

After using the MAXRS method, results among microarrays were normalized using the quantile method [21], and the test for differential expression between the two conditions was performed with the empirical Bayes moderated t-statistics implemented in the Bioconductor package limma [11]. The resulting p-values were then adjusted for multiple testing by using the Benjamini and Hochberg method [12] implemented in the Bioconductor package multtest. All analyses were done using the R statistical software.

The raw and processed microarray data are available in the Gene Expression Omnibus [22]. For each probe set, the mean intensity value of each probe with an intensity above background and its rank are available in Additional file 4.

### Validation of microarray data analysis using real-time PCR

Quantitative PCR was performed using the same RNA samples to test the accuracy of our analysis. For each sample, 1 μg of total RNA was converted into double-stranded cDNA using 200 U of RT-MMLV reverse transcriptase (Invitrogen, Cergy Pontoise, France), 100 ng of random primers, 1 mM deoxyribonucleotides and 40 U RNase inhibitor, according to the manufacturer's instructions. Then, real-time PCR was performed in a MyiQ thermal cycler (Bio-Rad, Marnes La Coquette, France) using IQ SYBR Green Supermix (Bio-Rad). We designed primers specific to the chicken sequence recognized by the microarray for 15 genes (see Additional file 5) using the information available on the NetAffx website [20] and Primer3 software [23]. To confirm our results with penguin-specific primers, we sequenced the PCR products, designed primers specific to the penguin sequences (see Additional file 5) and performed qPCR using these new primers.

We used the following qPCR conditions: 3 min at 95°C, followed by 40 cycles of denaturation for 10 s at 95°C and annealing/extension for 45 s at 60°C, according to the manufacturer's instructions. All samples were run in duplicate along with dilutions of known amounts of target sequence to quantify the initial cDNA copy number (Concentration = Efficiency^ΔCt^). The results are expressed as the ratio of the target gene over 18 S rRNA concentration (ng/μg) [which was verified to exhibit non-significant variation between the two groups of cDNAs using REST 2009 software (0.29 < p < 0.70)] [24].

## Authors' contributions

CDE and BR carried out all the experiments of this study. CK designed and implemented the MAXRS method. FF helped establish the qPCR quantification. CG, MD and PC provided helpful comments regarding this study and the manuscript. PJ provided facilities and technical support for the field experiments. CDE, CK and BR wrote the manuscript, and CG, CDU and MD corrected it. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Penguin and chicken orthologous sequences**. GenBank accession numbers of penguin sequences together with the accession numbers of their orthologous chicken sequences, the corresponding Hovergen family identification number and the percent identity between each pair of sequences. Click here for file

Additional file 2 **Comparison of the gene expression differences between qPCR using primers designed against chicken and against penguin transcript sequences**. Expression fold changes of the six genes tested by quantitative PCR using primers designed against chicken (black bars) vs. penguin sequences (gray bars). These fold changes correspond to SA/NI for the genes up-regulated during the transition from terrestrial to marine life (represented above the x-axis) and to NI/SA for the down-regulated genes (represented below the x-axis). Click here for file

Additional file 3 **Comparison of the gene expression differences assessed by GCOS analysis and by qPCR**. Expression fold changes of the six differentially expressed genes determined with GCOS and with qPCR. These fold changes correspond to SA/NI for the genes up-regulated during the transition from terrestrial to marine life (represented above the x-axis) and to NI/SA for the down-regulated genes (represented below the x-axis). The white bars correspond to the fold changes assessed by microarray and analyzed with GCOS, and the black bars correspond to the fold changes assessed by quantitative PCR. Click here for file

Additional file 4 **Mean intensity value and rank of each probe with an intensity above background**. This file provides, for each Affymetrix probe above background, the mean intensity value and rank. Click here for file

Additional file 5 **Primer sequences used for qPCR**. This file provides, for each tested gene, the corresponding Affymetrix probe set ID, the primer sequences used for qPCR and the fold changes and p-values from the microarray and qPCR. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

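RNA from pectoralis muscle biopsies of 4 NI and 3 SA juvenile king penguins, one array per bird and each bird a separate animal, was measured on chicken arrays. The authors deposited 1 table of log2 values with 36897 probe sets in 7 columns. To make these log2 values the authors took perfect-match probes above background on at least 1 array, kept the probe with the highest rank sum in each probe set and quantile normalized the arrays. The submitters' processing notes name limma without a version. The scanner files were not used here. Groups and sexes were taken from the sample labels and the paper.

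From the deposited log2 values, the SA minus NI difference of each probe set was computed with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with default settings, 5 residual degrees of freedom and a prior of 4.34). P-values were adjusted by Benjamini-Hochberg over all 36897 probe sets with a threshold of 0.10. No probe set was filtered out. Simulated arrays took the real means and the moderated SDs of limma, with every value drawn independently from a normal distribution. In each of 10 runs 200 probe sets were changed. Of changes of 1 log2 unit 92.1%, and of changes of 2 99.6%, were recovered in the right direction, and 10.8% of all calls were false. Such arrays meet the assumptions of limma by construction, so these shares may not hold for the real ones. Gene lists, 33 in all, were fixed before the deposited values were examined but after the values of Additional file 5 had been seen. They were tested with camera at a preset correlation of 0.01 on the brightest probe set of each of 12920 genes. The threshold was 0.05 after adjustment over the lists. Camera with an estimated correlation and fry were run beside this test. In simulation, a list of 30 genes shifted by -0.5 log2 was called in 10 of 10 runs and an unshifted list in 1. The simulated genes were not correlated, so this does not test the preset correlation.

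The genes named were the probe sets of Additional file 5, whose values in that table had been seen, the 10 largest rises and 10 largest falls past the threshold with 1 gene symbol and no overlap between the groups, up to 4 members of each list with the smallest p, and other probe sets of these genes where they disagreed. MYOZ2, MMP2, LAMB1, MB, TNNC1 and MYBPC1 fall outside this rule and were chosen after their values were seen. Symbols are those of the array's platform annotation for chicken. Single comparisons used exact permutation tests over the 35 splits of the birds, and correlations with qPCR used 100000 permutations, with the paper's qPCR values.

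The alternatives tried were median centring, cyclic loess and repeated quantile normalization, filters on dim probe sets, trend and robust priors, array weights, sex or replicate number as a term, each bird left out, a stricter threshold, other summaries of probe sets and other sets of qPCR values. Sex was also tested as a contrast with group as a covariate. With 7 arrays the number of birds limits the precision. No background was subtracted, so that differences of dim probe sets include an unmeasured share of background signal.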

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

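The tests of the position of each left-out bird and of the gene lists over other splits of the birds were set before their results were seen. The fit with sex as a covariate was also set in advance, but how to read it was chosen after its result was seen. The remaining tests reported here were chosen after the result was seen. They were the splits for the count of probe sets, the smallest p over all lists, the means of other markers and the probe sets of COL1A2.

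The difference between the groups as a whole was weighed against chance, mislabelling and sex. Of the 35 splits of the birds into 4 and 3, 1, the real one, called as many as 394 probe sets, and the highest of the others called 19. By permutation this is p = 0.0286, the smallest the design allows, so chance is unlikely for the count but not excluded. On a scale where 0 is the NI mean and 1 the SA mean of the remaining birds, over the probe sets called without the bird, 0 of the 7 birds lay nearer the other group. NI bird 3 lay at 0.319 and NI bird 4 at 0.213, and the SA birds at 0.71 to 0.858, which argues against a mislabelled bird. Each group had 1 male, so sex was close to balanced and could hardly make the whole difference. With sex as a covariate 283 of the 394 probe sets stayed past the threshold, in a fit that also has fewer residual degrees of freedom. Acclimation itself, the difference the design names, stays open as an untested explanation. So does anything else that differed between the groups, such as age, date of capture or feeding, which this design cannot tell apart from acclimation.

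The calls of whole gene lists are less secure. With camera at a preset correlation, 9 of 33 lists passed in the real split, but 3 of the 35 splits put as many lists past the threshold and the highest other split gave 10, so chance cannot be excluded for the number of lists. Both other splits kept 3 NI birds apart from the remaining birds.

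Fibroblast markers, a list the paper does not discuss, had a mean log2 difference of -0.86 (standard error 0.19, 17 genes) and a median of -0.259. One of them, DCN, is given as lower in SA in Additional file 5 from the GCOS analysis, and lay at -1.54 here (limma adjusted p = 0.110). The overlapping list of collagen and extracellular matrix had a mean of -0.51 and a median of -0.151. The camera call of the fibroblast markers is lost with an estimated correlation (adjusted p = 0.0848). Taken alone, 1 of the 35 splits, the real one, gave the fibroblast list a camera p as small as 5.32e-09 (smallest of the others 5.46e-08). 35 splits allow no permutation p below 0.0286, so chance would be unlikely but not excluded for a list named without knowledge of these arrays. The lists were fixed before the deposited values were examined, but after the values of Additional file 5, with DCN among them, had been seen. The fibroblast list was also singled out of 33 lists by its p. In 2 of the 35 splits some list had a p as small (smallest of the others 9.35e-10), so chance cannot be excluded once that choice is counted. Less tissue of every kind other than muscle fibres, and fewer fibroblasts, cannot be told apart from a change within fibroblasts, because the probe sets of a single marker already differ: the 8 of COL1A2 spanned 2.66 log2 units, from -2.33 to 0.33, so that a marker that did not move excludes neither. The 61 markers of the other cell type lists had a mean of -0.043 (standard error 0.0234), with erythroid markers at -0.51 and nerve and Schwann markers at -0.281 beside endothelial markers at 0.0332 and leukocyte markers at 0.0648. Acclimation to the sea stays open for this list, as does any other difference between the groups, such as age or date of capture, which was not examined.

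Other lists and genes outside the paper's discussion passed the test as well. The slow and cardiac muscle isoforms had a mean log2 difference of -0.47 (median -0.207) and the genes of protein breakdown and autophagy one of 0.19 (median 0.211). Both camera calls are lost with an estimated correlation (adjusted p = 0.0848 and 0.124), although the estimates did not exceed the preset 0.01. By fry both lists passed (adjusted p = 0.00153 and 0.016). CXCL12 and FHL1 had log2 differences of -3.48 and -3.11. A brighter probe set of FHL1 lay at -1.86 and passed as well, whereas one of CXCL12 lay at -0.23 and did not.

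Among 56 named probe sets, 5 had 1 NI bird far from the other 3 by Dixon's criterion, where chance alone flags about 1 group in 20. NI bird 3 was the lowest in ATP2B2 (11.8), PRCP (10.4) and LYRM1 (10.6), and NI bird 4 the highest in the probe set listed as TPM3 (13.7) and the lowest in SLAMF1 (7.34). Groups of 3 birds were not tested in this way.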

How the results depend on the processing

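The conversion of the DGAT2 qPCR value to log2, alone and without UCHL1, was chosen after the data were seen. The counts of 154 higher and 240 lower probe sets stayed within 1.5 times under median centring, cyclic loess, repeated quantile normalization, both filters on dim probe sets, trend and robust priors and sex as a covariate. Array weights gave 327 higher and 439 lower, and an adjusted p under 0.05 gave 48 and 127. The cause was not tested for the weights. Leaving out 1 bird, which also leaves fewer samples, gave 21 to 219 higher and 74 to 268 lower probe sets, 8 to 18 of the 20 genes with the largest changes and 2 to 10 of the 11 qPCR-tested genes past the threshold. Of the named genes, BTG2 was lost with cyclic loess, both filters, trend and robust priors and sex as a covariate. With the robust prior DGAT2 and COL1A1 were lost (limma adjusted p = 0.129 and 0.102). With sex as a covariate KIF3B, ADAMTS8, GPX4, MMP2, LAMB1, PSMB3 and NDUFV2 were lost (limma adjusted p = 0.101, 0.11, 0.103, 0.102, 0.121, 0.129 and 0.135). Their log2 differences stayed close to those of the main fit (1.92, 1.43, 0.92, -0.58, -0.95, 0.52 and -0.52). Using other probe sets of the same gene, 2 of the qPCR-tested genes passed. Birds of both groups share replicate numbers, but the labels state no pairing. The deviations of same-numbered birds correlated at 0.29, -0.026 and 0.17. Birds of different numbers were not compared, so these values do not decide whether the numbers pair the birds. A block also leaves NI bird 4 without a partner. With a replicate block 174 probe sets were higher and 450 lower, and 1 list of cell type markers passed in place of 2, the erythroid list being lost. MMP2, PSMB3 and NDUFV2 were lost with it (limma adjusted p = 0.105, 0.148 and 0.177), and SMYD1 and DCN passed.

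With camera at a preset correlation 9 lists passed, 7 lower and 2 higher, and 2 of the 9 were lists of cell type markers. With an estimated correlation 0 passed in either direction and among the cell type markers, the smallest adjusted p being 0.0848. Fry passed 7 lists. With array weights 1 list was higher in place of 2, and the proteasome and stress factor lists were lost (adjusted p = 0.0696 for both). Leaving out 1 bird gave 7 to 13 lists, 6 to 10 lower and 1 to 3 higher, with 1 to 3 lists of cell type markers. In the proteasome list (29 genes, adjusted p = 0.00762) PSMB3 was higher (3 genes when adjusted over the list alone), but passed in 0 of the 7 fits that left out 1 bird. The list was lost without SA bird 1 (adjusted p = 0.676), and the erythroid list without NI bird 4 (adjusted p = 0.0513).

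The correlation with qPCR lay between 0.681 and 0.75 when 1 bird was left out. It was 0.638 (exact permutation p = 0.071) without the 2 genes farthest from the median, where fewer genes remain. With DGAT2 converted to log2 and UCHL1 left out, an alternative chosen after seeing the data, it was 0.637 (permutation p = 0.05, not below the threshold). ASCC3, which was not called, lay at -0.07 and ranged from -0.16 to 0.0070 when 1 bird was left out, the sign changing without NI bird 1. Leaving out control probe sets was not run, since the table holds 0 of them. No depth is given by arrays. Of the 9225 dimmest probe sets 0.217% were called and of the 9224 brightest 2.21%. Whether fewer dim transcripts changed or more of their changes were missed was not tested.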

Differences from the paper's values

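Of the settings named here, the conversion of the DGAT2 qPCR value was chosen after the values were seen. The paper states 240 genes higher and 154 lower after acclimation, at the same false discovery rate of 10%. The deposited values gave 154 probe sets higher and 240 lower in SA, so that the total is 394 in both and the numbers of the directions are exchanged. For the number of higher probe sets, the robust prior, array weights, replicate block and the fit without NI bird 3 (162, 327, 174 and 219) lay within 1.5 times the paper's value, and every other alternative set before the data were examined did not. For the number of lower probe sets, the filters on dim probe sets (215 with either), the trend prior (229), sex as a covariate (199), the stricter threshold (127) and the fits without NI bird 1, NI bird 4, SA bird 2 and SA bird 3 (111, 192, 107 and 103) lay within 1.5 times of it, and the other alternatives did not. The directions of the genes in Additional file 5 on the array are those of the deposited values for all 11 MAXRS genes.

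In Additional file 5 the array column is headed log2, and apart from DGAT2 and UCHL1 its values for the MAXRS genes differ from those computed here by less than the standard error. For DGAT2 the paper's value is 8.43 and the value here is 3.08 on the log2 scale, which is 8.44 as a linear fold. For UCHL1 the paper's value is 3.08 and the value here is 2.23. The paper's UCHL1 entries, 3.08 for the array and 1.70 for qPCR, are equal to the log2 of the DGAT2 entries, 3.08 here for the array and 1.70 for the paper's qPCR value of 3.25. When 1 bird was left out, DGAT2 lay between 2.73 and 3.74 and UCHL1 between 1.72 and 2.67. The other probe sets of the same symbol lay at 0.03 for DGAT2 and at 0.26 and 0.15 for UCHL1. No alternative run for these genes reached the paper's array values. Of the genes that the table takes from the GCOS analysis, SMYD1 and DCN did not pass here with all birds. SMYD1 passed with cyclic loess, the stricter filter on dim probe sets, trend and robust priors, array weights, a replicate block and without SA bird 1, and DCN with a replicate block and without SA bird 3.

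The correlation with qPCR, 0.68 in the paper and 0.714 here, did not differ by more than its jackknife error over birds (0.053). It was 0.75 without SA bird 1, the only alternative set in advance to lie farther from the paper's value than that error. With the paper's DGAT2 qPCR value converted to log2 it was 0.667, a setting chosen after seeing the values that drops none of the genes.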

Other observations

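The test of several probe sets of a gene was chosen after the result was seen. Beyond the lists at the claims, IGF2R was higher in SA by 0.94 on the log2 scale (standard error 0.11, limma adjusted p = 0.0159). With PIK3IP1 it was 1 of 2 genes past the threshold among 39 of insulin and growth signalling (4 higher and 2 lower when adjusted over the list alone). MYOM2, of the sarcomere M band, was lower by a log2 difference of -1.18 (limma adjusted p = 0.0264) and was the only one past the threshold over all probe sets among 40 genes of sarcomere and cytoskeleton (6 lower when adjusted over the list alone). CASQ2, ATP2B2 and UCP3 were lower among 27 genes of calcium transport and muscle thermogenesis (2 higher and 6 lower when adjusted over the list alone), and RPL3 (-0.75) among 66 ribosomal proteins (1 lower when adjusted over the list alone). In the 7 fits that left out 1 bird, IGF2R and MYOM2 passed in 7, PIK3IP1 in 6 and RPL3 in 2. None passed among 17 clock genes, 31 of oxygen supply and hypoxia, 30 myogenic regulators, 14 of the thyroid hormone axis, 32 of innate response or 25 Z-linked genes (adjusted over the list alone, 1 clock gene was higher and 2 were lower, and 1 Z-linked gene was lower). At an unadjusted p under 0.05, 3855 probe sets differed by limma.

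Of the 4 genes of Additional file 5 that the paper took from its GCOS analysis, the deposited MAXRS values gave log2 differences of -0.95 for SMYD1 (limma adjusted p = 0.101), -1.54 for DCN (0.110), -0.07 for ASCC3 (0.914) and -0.19 for IMPACT (0.821). SMYD1, of the sarcomere list, passed with cyclic loess, the stricter filter on dim probe sets, trend and robust priors, array weights and without SA bird 1 (limma adjusted p from 0.028 to 0.099), and DCN without SA bird 3 (0.0668).

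Between male and female birds, with group as a covariate, limma called 0 probe sets, with 969 at an unadjusted p under 0.05, and without the covariate 0 and 767. Of 25 genes that are Z-linked in chicken, 15 were higher in the 2 males (camera p = 0.014, adjusted p = 0.15; 0.88 adjusted with an estimated correlation). The interaction of group and sex called 0, with 1155 at an unadjusted p under 0.05, from 1 male in each group.

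A hypothesis is that the several probe sets of a gene follow one transcript, so that they should move together. Among 201 genes with a called probe set and at least 1 other, the other probe sets moved the same way in 57.0% per gene on average, against 49.6% for probe sets drawn at random (permutation p = 0.0036 from 10000 draws). The excess is in the direction the hypothesis needs, but of the 491 other probe sets only 16 passed the threshold and the median ratio of their log2 difference to that of the called one was 0.0319. A called change may therefore rest on a single chicken probe that the other probe sets of the gene do not follow. Whether the other probes bind the penguin transcript at all was not tested.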
